A study of Homo sapiens with 15 samples.

How the data were processed

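The deposited file is a table of read counts per gene for 15 libraries, in which the authors gave whole-number counts that were not normalized, as the values show. Per the labels' protocols, HCT116 cells in culture received 4-thiouridine, then tunicamycin, the arsenic compound or a vehicle, were irradiated with ultraviolet light and lysed, and total RNA was isolated from an aliquot of each lysate. Per the labels' protocols, libraries were made with the Lexogen QuantSeq 3′ kit and sequenced single-end on a NextSeq2000. The aligner, the counting program, the genome build, the annotation, the use of strand and the treatment of reads matching several places are not stated there. Because counts come from the 3′ ends of transcripts, they do not scale with transcript length, and reads in the shared ends of gene copies, overlapping genes or antisense genes can be assigned to the wrong gene. No coordinates are given, since no build is stated.

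The table held 60660 gene IDs with version suffixes, of which 60463 were matched to a table of IDs and symbols and 42060 had a symbol. At least 1 count was found for 24236 IDs, 20098 of them with a symbol. IDs without a symbol took 0.33% to 0.57% of the counts of a library and kept their ID as their name. A further 44 IDs, of the second copy of the pseudoautosomal region, held 11 counts in all. Each of the 15 columns was matched to 1 sample by its name, 0 were left over, and 0 lines named no gene. Gene types, and which genes neighbour each other, came from a RefSeq table of assembly GRCh38.p14, used for names and order only.

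Samples were grouped by their titles into DMSO, tunicamycin 1 h, tunicamycin 4 h, PBS and arsenite 2 h, with 3 libraries each. Library names carry a prefix whose meaning is not stated. Prefix S141 holds replicate 3 and prefix S142 holds replicates 1 and 2 of the DMSO and tunicamycin groups, and prefix S143 holds all PBS and arsenite libraries. A difference between the drugs therefore cannot be told apart from a difference between S143 and the other prefixes, except through each drug's own control.

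Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr by group (minimum count 10, minimum total 15), libraries were scaled by TMM, and group differences were tested with the robust quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. The DMSO and tunicamycin groups entered 1 fit of 9 libraries, PBS and arsenite 1 fit of 6, and the difference between the responses and the comparison of the controls 1 fit of 15. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM are counts scaled to the TMM-adjusted library size within the fit of the comparison, except for the IGF2BP family, where they come from the fit of 15 libraries. Means are given with the SD over 3 libraries. Comparing 3 libraries with 3 by permutation could not give a p under 0.1, so single values have no such test. The total of a library sets its counting error, and a count of 0 allows up to 3 counts. Whether molecular identifiers were used is not stated, so these limits cover counting error only.

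Genes named in the text were picked by a rule fixed before the data were examined. For each drug against its control it took the 5 largest rises and the 5 largest falls among genes past the threshold whose treated and control libraries did not overlap in log2 CPM (prior count 2) and whose mean was at least 5 CPM in the higher group. For the difference between the responses it took the 3 largest each way past the threshold and with that mean. Genes listed in advance, the IGF2BP family and ER, heat shock and oxidative stress genes, are named whatever their values. STC2, TRIB3, SLC3A2 and CEBPB were named after their values were seen. So were SYVN1, EDEM2 and MT-TF, and ABCF1, VARS1, RPS18, PPP1R10 and NELFE of the HLA region. The lists were targets of ATF4, ATF6, XBP1, HSF1, NRF2 and p53, metallothionein, immediate early and sterol synthesis genes, and cytosolic ribosomal protein genes. The 9 lists other than the ribosomal one were written gene by gene in advance and the ribosomal one was a rule on symbols, and 5 genes (SLC7A11, ATF3, PPP1R15A, BTG2 and GDF15) were in more than 1 list. They were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over all 30 tests, and the direction of a list is the sign of its median. That definition replaced the direction given by camera after a look at the results.

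Correlations between responses used differences of group mean log2 CPM (prior count 2). Because the tunicamycin responses share DMSO libraries, their correlation was set against 100 simulations of unchanged groups, drawn with each gene's average level and fitted dispersion.

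The tests were first tested on simulated data, drawn from the means and library sizes of these libraries with 200 genes changed. The changed genes averaged at least 5 CPM, and a gene had the same dispersion in all groups. In the design of 9 libraries the changes were placed in the tunicamycin 4 h group. In the design of 9 libraries, edgeR ran on 11101 genes and recovered 93.3% of the genes changed 4-fold and 32.7% of those changed 2-fold, with 4% of its calls false. DESeq2 recovered 96.7% and 42.7%, with 10.1% false, among 8101 genes. In the design of 6 libraries edgeR ran on 11465 genes and recovered 100% and 67.4%, with 8.6% false, and DESeq2, on 11036 genes, 100% and 70.7%, with 9.4% false.

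Results were computed again under alternative settings, although not every result under every one. Scaling was changed to DESeq2's median-of-ratios size factors in the edgeR fit, or to library size alone. The filter on low counts was dropped, or at least 10 counts in every library were required. Other settings were the DESeq2 1.42.0 Wald test, the replicate number as a block and other sets of libraries in the fit. The library prefix entered as a covariate in the tunicamycin comparisons only, and each library was left out in turn. Of these settings, the correlations had library size alone and each library left out, and the lists had those and the block. The comparison of the controls had no block. The difference between the responses was also tested against the shift of its median between scalings, with edgeR's glmTreat. For the correlations another prior count and a minimum expression were also tried, and for the lists fry and an estimated inter-gene correlation. The crosslinking libraries of the study were not analysed here. The counts of the pairs of genes compared for the HLA region are not reported here.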

Results

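Gene expression was measured by QuantSeq 3′ mRNA sequencing, which counts reads from the 3′ ends of polyadenylated transcripts, in HCT116 cells. HCT116 is an established human colorectal carcinoma line, and the cells used here carried an inducible OsTIR1 transgene. The series accompanies a crosslinking study of the RNA-binding protein IGF2BP3 during stress of the endoplasmic reticulum (ER) and arsenic stress, and the RNA came from lysates of the same kind. All cells received 4-thiouridine, a uridine analogue used for crosslinking, at 100 µM for 15 h. There were 5 groups of 3 libraries each. Tunicamycin, an inhibitor of protein N-glycosylation that stresses the ER, was given at 5 µg/mL for 1 h or 4 h per the titles and treatment fields, of which the treatment protocol names 4 h alone, and its control was DMSO at a dilution of 1:1000 for 4 h. The arsenic compound was given at 250 µM for 2 h, and its control was PBS at a dilution of 1:1000 for 2 h. The sample titles call that compound arsenite and the treatment field calls it sodium arsenate. It is named arsenite here, after the titles, and the conflict was not resolved.

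Total counts per library ranged from 6786622 in DMSO replicate 1 to 21569712 in tunicamycin 4 h replicate 3. They were 6786622 to 18425440 in the 3 DMSO libraries, 16866395 to 18123978 at 1 h and 14655240 to 21569712 at 4 h of tunicamycin, 12851867 to 17934990 in PBS and 16345921 to 20082381 in arsenite. Genes with at least 1 count numbered 12684 to 14289 in the DMSO libraries, 14399 to 14739 at 1 h of tunicamycin and 14682 to 15243 at 4 h. They numbered 14112 to 15069 in the PBS libraries and 16306 to 17245 in the arsenite libraries. Transcripts of the mitochondrial genome took 34.9% to 44.6% of the counts of a library. Pearson correlations of log2 CPM between replicates, across genes, were 0.891 to 0.93 in DMSO, 0.943 to 0.954 at 1 h, 0.946 to 0.951 at 4 h, 0.918 to 0.949 in PBS and 0.969 to 0.973 in arsenite. Genes are not independent replicates in any correlation across genes given here.

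**Figure D1:**
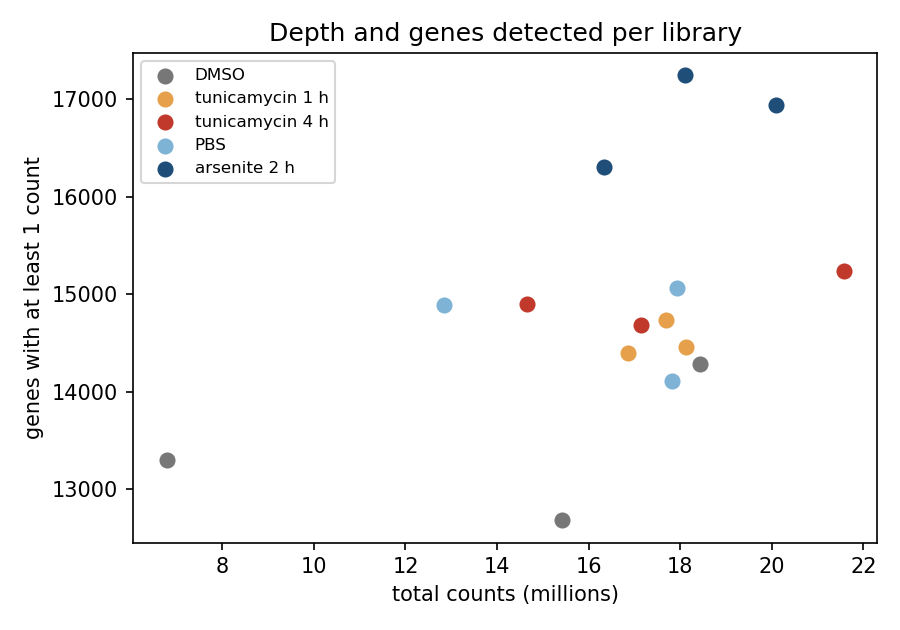
Each point is 1 of the 15 libraries, with its total counts on the x axis and its number of genes with at least 1 count on the y axis, coloured by group. The 3 arsenite libraries lie at 16306 genes or more, above the other 12 libraries, whose highest value is 15243.

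The series title names IGF2BP3, so the levels of its family were compared first. IGF2BP3 (ENSG00000136231_14) was at 7.12 ± 1.66 CPM in DMSO, 6.1 ± 0.563 at 1 h and 6.43 ± 0.97 at 4 h of tunicamycin, 7 ± 3.32 in PBS and 11.3 ± 1.1 in arsenite (SD, n = 3 each), from 57 to 311 counts per library. Its log2 fold change was -0.22 (SE 0.307) at 1 h and -0.13 (SE 0.307) at 4 h of tunicamycin. Under arsenite it was 0.69 (SE 0.288), with an adjusted p of 0.102 over all genes in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and of 0.064 adjusted over the list alone. IGF2BP2 (ENSG00000073792_16) lay between 17.4 and 24.1 CPM in the group means, and its log2 fold changes were -0.12 (SE 0.23), -0.47 (SE 0.232) and 0.25 (SE 0.176) in the same order. IGF2BP1 had at most 12 counts in a library and was below the filter on low counts. Of the 6 tests of these 2 genes against a control, 0 passed the threshold of 0.05 over all genes and 0 passed it adjusted over the list alone, while 1, IGF2BP3 under arsenite, had an unadjusted p under 0.05. IGF2BP3 under arsenite passed without the filter on low counts, with a log2 fold change of 0.72 (edgeR adjusted p 0.0267, in a range from 0.00786 to 0.276 over its 13 alternatives). It also passed with the replicate number as a block, with a log2 fold change of 0.78 (edgeR adjusted p 0.0484). With scaling by library size alone, 2 of the 6 passed, and without PBS replicate 2, which held the highest IGF2BP3 count of its group (185 against 67 and 68), 1 passed.

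The comparison of tunicamycin at 1 h with DMSO asked which transcripts had changed early in ER stress. The DMSO libraries received their vehicle for 4 h, so drug and duration differ together in this comparison and cannot be told apart. Of 11425 genes tested in a joint fit of the 9 DMSO and tunicamycin libraries, 0 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.496. At an unadjusted p under 0.05 there were 1072. The alternative that moved the count most was the omission of the filter on low counts, under which 117 genes passed. It was 1 without DMSO replicate 3 and 1 without tunicamycin 1 h replicate 1. The biological coefficient of variation in this fit was 0.353. On simulated counts for the same libraries, the test recovered 93.3% of 90 genes changed 4-fold and 32.7% of 110 genes changed 2-fold. Those changes were placed at 4 h of tunicamycin, in genes averaging at least 5 CPM, with the same dispersion in all groups. Recovery at 1 h and in genes with fewer counts was not simulated.

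At 4 h of tunicamycin, 25 of the 11425 genes differed from DMSO, 19 higher and 6 lower, and 1567 had an unadjusted p under 0.05. The count was 389 without the filter on low counts. It was 191 without DMSO replicate 1, the shallowest library, and it was 5, 15 and 8 without tunicamycin 4 h replicates 1, 2 and 3. The genes named here were picked by a rule fixed in advance. By that rule every treated library lay above or below every DMSO library, and the mean was at least 5 CPM in the higher group. Called genes with a larger rise but a lower mean were left out. Among genes meeting the rule, the largest rises were those of CHAC1 (ENSG00000128965_13), DDIT3 (ENSG00000175197_12), DDIT4 (ENSG00000168209_5), TRPT1 (ENSG00000149743_14) and HERPUD1 (ENSG00000051108_15). CHAC1 rose from 4.27 ± 0.485 to 52.4 ± 19.9 CPM, a log2 fold change of 3.6 (SE 0.32, edgeR adjusted p 1.76e-06). DDIT3 rose from 13.1 ± 3.46 to 146 ± 58.2 CPM, a log2 fold change of 3.49 (SE 0.278, edgeR adjusted p 4.39e-07). DDIT4 rose from 5.4 ± 0.652 to 60.3 ± 18.3 CPM, and HERPUD1 from 5.74 ± 2.28 to 47.5 ± 19.2 CPM, with log2 fold changes of 3.48 (SE 0.279) and 3.09 (SE 0.317). These 4 calls held in every fit that left out 1 library. TRPT1 rested on 1 to 9 counts in DMSO and 60 to 146 at 4 h, and its log2 fold change was 3.33 (SE 0.65, edgeR adjusted p 0.0388).

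The largest falls were those of TMEM165 (ENSG00000134851_13), BMP4 (ENSG00000125378_16), SFN (ENSG00000175793_12), RN7SL1 (ENSG00000276168_1) and BCYRN1 (ENSG00000236824_2). SFN fell from 610 ± 210 to 244 ± 31.6 CPM and BMP4 from 54.5 ± 16.1 to 20.5 ± 2.29 CPM (SD, n = 3), with log2 fold changes of -1.32 (SE 0.23) and -1.42 (SE 0.255). Those of TMEM165, RN7SL1 and BCYRN1 were -1.59 (SE 0.329), -1.22 (SE 0.236) and -0.99 (SE 0.179). The edgeR adjusted p values of the 5 lay between 0.0138 and 0.0472. All 5, and TRPT1, lost their call in each of the 3 fits that left out a tunicamycin 4 h library, and TRPT1, TMEM165 and BMP4 also lost it without DMSO replicate 3. RN7SL1 and BCYRN1 have close copies elsewhere in the genome, and how reads matching several copies were counted was not stated, so their values are uncertain.

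Of the ER stress genes listed in advance, DNAJB9 (ENSG00000128590_5) had a log2 fold change of 3.39 (SE 0.62, edgeR adjusted p 0.0206) at 4 h, on 1 to 12 counts in DMSO, and it lost its call in each fit without a tunicamycin 4 h library. HSPA5 (ENSG00000044574_8), at 105 ± 36.6 CPM in DMSO and 224 ± 51.5 CPM at 4 h, had a log2 fold change of 1.1 (SE 0.247) and an edgeR adjusted p of 0.0649. For XBP1 (ENSG00000100219_16) these were 1.14 (SE 0.244) and 0.054. HSPA5 passed the threshold without DMSO replicate 3, without the filter on low counts and with DESeq2. XBP1 passed it without DMSO replicate 2, without the filter, with at least 10 counts in every library and with DESeq2. XBP1 also passed with the library prefix as a covariate, with the replicate number as a block and in 1 fit of all 15 libraries. Over 16 alternatives the adjusted p ran from 5.16e-05 to 0.224 for HSPA5 and from 0.00583 to 0.373 for XBP1. ATF4 (ENSG00000128272_15) and BLOC1S1 (ENSG00000135441_7) differed from DMSO by less than their errors, with log2 fold changes of -0.12 (SE 0.226) and -0.03 (SE 0.239).

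Between 1 h and 4 h of tunicamycin, 10 genes differed, 9 higher at 4 h and 1 lower, and 530 had an unadjusted p under 0.05. A fit of these 6 libraries alone called 29 genes. The 10 fell to 4 without tunicamycin 1 h replicate 2, to 5 without 1 h replicate 1 or without 4 h replicate 2 or 3, and to 6 without 4 h replicate 1. HSPA5 was among the 10, with 69.5 ± 14.3 CPM at 1 h and 224 ± 51.5 CPM at 4 h (SD, n = 3) and a log2 fold change of 1.69 (SE 0.251, edgeR adjusted p 0.00472). XBP1 was close to the threshold, with a log2 fold change of 1.27 (SE 0.243, edgeR adjusted p 0.048). HSPA5 lost its call without 1 h replicate 2, in 1 fit of all 15 libraries, with prefix S142 alone and with the replicate number as a block (adjusted p 0.0578, 0.131, 0.0657 and 0.0748, in a range from 4.875e-12 to 0.131 over its 16 alternatives). XBP1 lost it with median-of-ratios size factors, with library size alone, with prefix S142 alone, with the block and without any of 1 h replicates 1 and 2 and 4 h replicates 1, 2 and 3. DDIT3 and HERPUD1 also passed, with log2 fold changes of 4.29 (SE 0.287) and 2.98 (SE 0.309). Against DMSO, log2 fold changes at 1 h were -0.79 (SE 0.264) for DDIT3, -0.67 (SE 0.227) for ATF4 and -0.59 (SE 0.246) for HSPA5. They were 0.995 (SE 0.633) for DNAJB9, 0.26 (SE 0.239) for BLOC1S1, 0.11 (SE 0.309) for HERPUD1 and -0.13 (SE 0.245) for XBP1. HMOX1 and DNAJB1 had -0.38 (SE 0.351) and 0.14 (SE 0.244), and none passed. The rises of DDIT3 and HSPA5 between the times exceed those at 4 h against DMSO, 3.49 and 1.1. Of the 10 genes, 6 were also called at 4 h against DMSO, in a fit that shares the 4 h libraries.

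Across the 11425 genes, the 1 h and 4 h responses, taken as differences of group mean log2 CPM, had a Pearson correlation of 0.705 and a Spearman correlation of 0.674. Both responses are taken against the same DMSO libraries. Simulated groups without any change, with the same dispersion in all groups, gave a mean correlation of 0.522 (0.502 to 0.542 in 100 simulations). The spread of each group alone, which was larger in DMSO, gave an expected value of 0.685. With a different DMSO library for each response, the mean over 6 ordered library pairings was 0.098 (0.023 to 0.197). Single libraries also carry more noise than a mean of 3.

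The comparison of arsenite with PBS asked the same for oxidative stress. Of 11718 genes tested in the 6 libraries, 2721 differed, 1446 higher and 1275 lower, and 4165 had an unadjusted p under 0.05. The log2 fold change was at least 1 in size for 1194 of them, 1020 higher and 174 lower. TMM factors were 1.21 to 1.24 in the arsenite libraries and 0.768 to 0.856 in the PBS libraries. With library size alone, the median log2 fold change of all genes moved from 0.073 to 0.658 and the test called 4432 genes, of which 96.9% were higher, against 53.1% under TMM. Changes under arsenite are given on the TMM scale, and those with library size alone lie higher by about the difference of these medians. The count was 1515, 1523 and 1727 without arsenite replicates 1, 2 and 3.

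Among genes meeting the same rule, the largest rises under arsenite were in EGR3 (ENSG00000179388_9), EGR2 (ENSG00000122877_16), FOSB (ENSG00000125740_14), JUN (ENSG00000177606_8) and FOS (ENSG00000170345_10), and every arsenite library lay above every PBS library. JUN rose from 6.66 ± 0.23 to 781 ± 68.2 CPM (SD, n = 3), a log2 fold change of 6.87 (SE 0.15, edgeR adjusted p 1.83e-12). FOS rose from 1.86 ± 0.463 to 178 ± 29.3 CPM and FOSB from 1.32 ± 0.8 to 157 ± 44.8 CPM, with log2 fold changes of 6.56 (SE 0.207) and 6.91 (SE 0.426). EGR3 had 1 to 4 counts in the PBS libraries and 958 to 1309 in the arsenite libraries, and EGR2 had 0 to 4 and 756 to 1108. Their fitted log2 fold changes, 8.08 (SE 0.326) and 7.78 (SE 0.407), depend on those few PBS counts. The calls of all 5 held under each alternative that tested them.

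By the same rule, the largest falls were in RPS2P35 (ENSG00000238172_2), MT-TM (ENSG00000210112_1), PRPH (ENSG00000135406_14), MT-TE (ENSG00000210194_1) and MT-TC (ENSG00000210140_1). MT-TM, a mitochondrial tRNA gene, fell from 278 ± 54.6 to 56 ± 7.2 CPM (SD, n = 3), a log2 fold change of -2.31 (SE 0.156, edgeR adjusted p 3.11e-07). MT-TC and MT-TE, also mitochondrial tRNA genes, had log2 fold changes of -2.1 (SE 0.225) and -2.16 (SE 0.293). PRPH and RPS2P35 had log2 fold changes of -2.17 (SE 0.491) and -2.61 (SE 0.594), on 16 to 44 and 10 to 25 counts in the arsenite libraries. RPS2P35 is named as a pseudogene of a ribosomal protein gene and can share reads with it. The 5 calls held under each alternative, library size alone included.

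Among the genes listed in advance, DNAJB1 (ENSG00000132002_9) rose from 44.2 ± 10.8 to 1099 ± 108 CPM (SD, n = 3), a log2 fold change of 4.63 (SE 0.183, edgeR adjusted p 1.33e-09). HMOX1 (ENSG00000100292_18) rose from 8.26 ± 0.787 to 70.5 ± 7.28 CPM, a log2 fold change of 3.09 (SE 0.159, edgeR adjusted p 2.17e-08). DDIT3, HERPUD1 and XBP1 rose by log2 fold changes of 2.66 (SE 0.133), 1.95 (SE 0.191) and 1.11 (SE 0.193), and BLOC1S1 had one of -0.82 (SE 0.137, edgeR adjusted p 0.000876), a call that was lost with library size alone. HSPA5, at 163 ± 90.4 CPM in PBS and 351 ± 16.4 CPM in arsenite, had a log2 fold change of 1.1 (SE 0.37) and an edgeR adjusted p of 0.085. Without PBS replicate 1 the log2 fold change was 1.65 and the adjusted p 1.71e-11. HSPA5 also passed with library size alone and with the replicate number as a block (edgeR adjusted p 0.00798 and 0.00901), where the adjusted p over the 13 alternatives ran from 1.71e-11 to 0.236. DNAJB9 had a log2 fold change of 1.29 (SE 0.445, edgeR adjusted p 0.0503). It passed with library size alone and with at least 10 counts in every library (edgeR adjusted p 0.00557 and 0.0163). Over 13 alternatives its adjusted p ran from 0.00557 to 0.213. ATF4 had a log2 fold change of -0.33 (SE 0.13, edgeR adjusted p 0.0778), which became 0.26 with library size alone. It passed as a fall with DESeq2 (-0.386, Wald test adjusted p 0.0437) and without PBS replicate 3 (-0.475, edgeR adjusted p 0.0262). Over 13 alternatives its adjusted p ran from 0.0262 to 0.267. HSPA1A and HSPA1B were listed at 0 counts in all 15 libraries.

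The arsenite and tunicamycin responses were compared in the 10984 genes tested in both. Of the 25 genes called at 4 h of tunicamycin and the 2607 called under arsenite among these, 10 were called in both, all 10 in the same direction, where 5.9 would be called in both if the calls were independent (Fisher's exact test, two-sided, p 0.0621 across genes). They were CHAC1, DDIT3, DDIT4, HERPUD1, STC2, TRIB3, SLC3A2 and CEBPB, which rose, and BCYRN1 and RN7SL1, which fell. Of all 25, called under arsenite or not, 14 had the same direction under arsenite. The Pearson correlation of the responses across genes was 0.095 and the Spearman correlation 0.118, and the Pearson value had an SD of 0.098 over the 3 tunicamycin libraries taken singly. It was 0.054 with the fitted fold changes of the model, an alternative chosen after seeing the data. These responses share no control libraries.

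**Figure D2:**
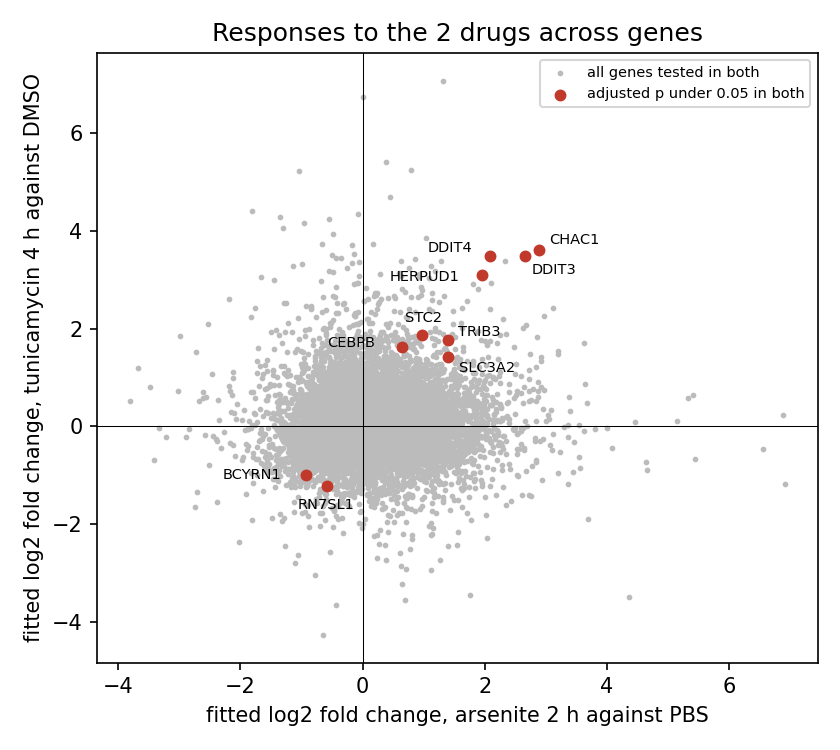
Each grey point is 1 of the 10984 genes tested in both comparisons, with its fitted log2 fold change under arsenite for 2 h against PBS on the x axis and under tunicamycin for 4 h against DMSO on the y axis. Red points mark the 10 genes with an adjusted p under 0.05 in both, of which 8 lie at upper right and 2 at lower left, while the cloud of all genes shows little slope (Pearson 0.054 for the values plotted).

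The difference between the responses was tested directly, as the tunicamycin 4 h change minus the arsenite change in a fit of all 15 libraries. Of 12579 genes, 580 differed, with 265 higher and 315 lower in the tunicamycin response, and 2566 had an unadjusted p under 0.05. With library size alone, 1363 genes differed and 3.1% of them were higher, against 45.7% under TMM. The count ranged from 190 without arsenite replicate 2 to 919 without DMSO replicate 1. It was 214 and 263 without arsenite replicates 1 and 3, 331 and 208 without tunicamycin 4 h replicates 2 and 3, and 307 without PBS replicate 3. DNAJB1 and HMOX1 had differences of -5.36 (SE 0.323, edgeR adjusted p 2.51e-11) and -3.57 (SE 0.336, edgeR adjusted p 4.06e-08) on the log2 scale. HSPA5, XBP1 and ATF4 had differences of 0.008 (SE 0.479), 0.03 (SE 0.312) and 0.23 (SE 0.278), each smaller than its error. DDIT3 and HERPUD1 had differences of 0.85 (SE 0.307) and 1.16 (SE 0.38), with edgeR adjusted p values of 0.105 and 0.0768. Without DMSO replicate 1 both passed the threshold, without tunicamycin 4 h replicate 1 DDIT3 did, and HERPUD1 did without the filter on low counts, with DESeq2 and with the replicate number as a block (adjusted p 0.0278, 0.0463 and 0.0499, in a range from 0.0176 to 0.407 over its 18 alternatives). As background, the PBS and DMSO control groups differed in 89 of the 12579 genes, 32 higher and 57 lower in PBS, with 2017 at an unadjusted p under 0.05, and a fit of those 6 libraries alone called 0, with 962 at an unadjusted p under 0.05. The count without 1 library ran from 6 without PBS replicate 3 to 361 without DMSO replicate 3. The controls differ in vehicle, duration and library prefix at once, and these cannot be told apart.

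Lists of target genes of stress pathways, written in advance, and the cytosolic ribosomal protein genes were tested with camera in the 3 comparisons against a control, 30 tests in all. Of these, 12 had a Benjamini-Hochberg adjusted p under 0.05, 11 for a rise and 1 for a fall. With an estimated in place of a preset inter-gene correlation 5 of the 12 held, namely ATF4 at 4 h of tunicamycin and ATF4, HSF1, immediate early and metallothionein genes under arsenite. Under fry 11 of the 12 held, all except the ribosomal list at 4 h of tunicamycin. At 4 h of tunicamycin the 24 ATF4 targets tested had a median log2 fold change of 0.7 (camera adjusted p 9.09e-18), with 17 higher than in DMSO, 7 called over all genes and 12 called adjusted over the list alone. The ATF6 list had a median of 0.43 (camera adjusted p 5.41e-06), with 1 of 14 genes called over all genes and 5 adjusted over the list alone. The XBP1 list had a median of 0.36 (camera adjusted p 0.00317), with 1 of 15 called and 3 adjusted over the list alone. At 1 h only the XBP1 list passed, with a median of 0.34 (camera adjusted p 0.00461), 0 of its genes called over all genes and 1 adjusted over the list alone. SYVN1 and EDEM2 had its largest changes, 1.34 (SE 0.651) and 1.27 (SE 0.724). Their unadjusted p in edgeR's quasi-likelihood test was 0.0525 and 0.103, so neither was the gene called over the list alone. The ribosomal list had a median of 0.26 at 4 h (camera adjusted p 0.00521), and it lost its call without DMSO replicate 2, where the median was 0.06, and without tunicamycin 4 h replicates 2 and 3. Immediate early genes had a median of 0.3 at 4 h (camera adjusted p 0.0576). They passed without DMSO replicate 3 or tunicamycin 4 h replicate 3, and with the replicate number as a block.

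Under arsenite, 22 of 26 immediate early genes were called, all higher, with a list median of 3.49 (camera adjusted p 6.67e-90). The HSF1 targets had a median of 1.21 (camera adjusted p 1.13e-17), with 9 of 17 called and 11 adjusted over the list alone. The ATF4 targets had a median of 0.88 (camera adjusted p 8.86e-15), with 16 of 25 called and 18 adjusted over the list alone. All 4 metallothionein genes tested were called higher, with a median of 1.27 (camera adjusted p 1.37e-10), although these near-identical genes can share reads. The p53 and sterol lists had medians of 0.57 and 0.3 (camera adjusted p 0.0022 and 0.0222), with 10 of 16 and 5 of 17 genes called and 11 and 5 adjusted over the list alone, and the sterol list lost its call without PBS replicate 2 or 3. The ribosomal list had a median of -0.83 (camera adjusted p 2.21e-41), with 72 of 79 genes called, all lower, and 73 adjusted over the list alone. With library size alone its median was -0.24, when that of all genes was 0.658. The ATF6 and XBP1 lists had medians of 0.02 and 0.01 and did not pass (camera adjusted p 0.962 and 0.99), with 4 of 14 and 0 of 15 genes called and 8 and 0 adjusted over the list alone. The NRF2 list had a median of -0.24 and did not pass (camera adjusted p 0.298), with 7 of its 18 genes called higher and 5 lower, and 15 adjusted over the list alone. With library size alone its median became 0.35 and it passed as a rise (camera adjusted p 0.00782, in a range from 0.00782 to 0.756 over its 10 alternatives). In the remaining tests at 1 h of tunicamycin, the medians were 0.05 for ATF4, 0.06 for ATF6, 0.003 for HSF1, -0.03 for NRF2, 0.23 for metallothionein, -0.04 for immediate early, -0.3 for p53, -0.06 for sterol and 0.14 for ribosomal genes. At 4 h they were -0.008 for HSF1, 0.13 for NRF2, -0.06 for metallothionein, 0.17 for p53 and 0.16 for sterol genes. None of these 14 passed in camera, and in fry the p53 list at 4 h passed (adjusted p 0.0175, in a range from 0.0175 to 0.485 over its 10 alternatives). Without DMSO replicate 1 the ribosomal list at 1 h passed in camera, with a median of 0.26.

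**Figure D3:**
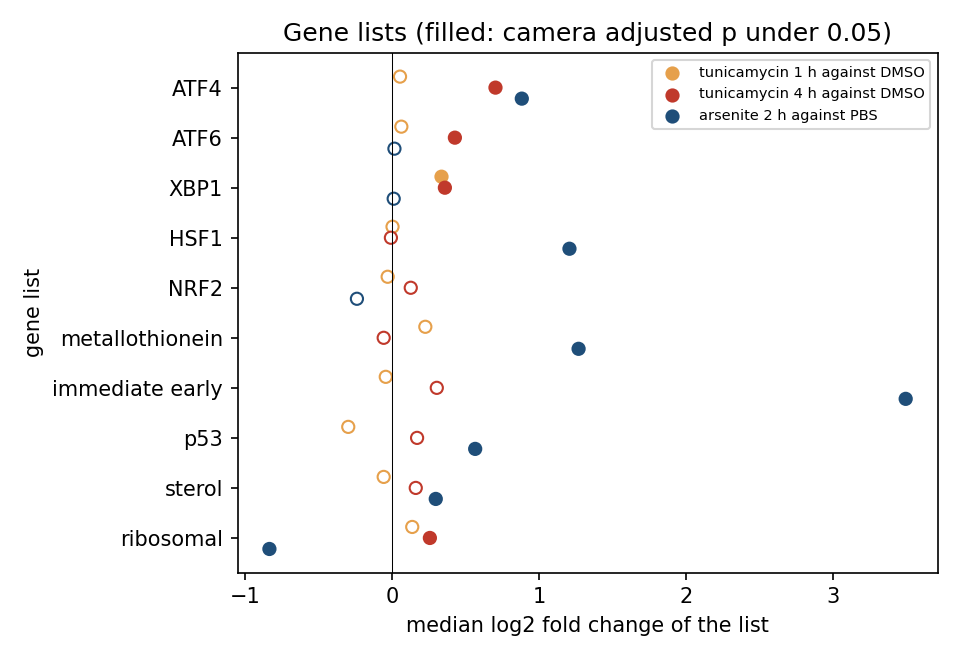
Each circle is the median log2 fold change (x axis) of 1 gene list (y axis) in 1 of the 3 comparisons, distinguished by colour. Filled circles have a camera adjusted p under 0.05, as 12 of the 30 do, and the scale is that of TMM, on which the arsenite median of the NRF2 list is -0.24 (0.35, and past the threshold, with library size alone). The largest median is that of the immediate early genes under arsenite, 3.49, and the lowest that of the ribosomal genes under arsenite, -0.83.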

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

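The results here are those for which the responses to the drugs differed by a direct test of the difference, the tunicamycin 4 h change minus the arsenite change in the fit of 15 libraries. Apart from the test of the difference and the alternatives fixed with the design, the tests in this part were chosen after the result was seen.

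In 580 genes the difference passed the threshold in edgeR with Benjamini-Hochberg adjustment. Of 100 drawn splits, out of 200 possible splits within the drug families, 4 called at least as many genes, the real one included. A first draw of 60 splits had also given 4, a share above 0.05, so which side of 0.05 the share falls on depended on the number drawn. The 4 were among 9 drawn splits that left the arsenite and PBS groups whole, and the 91 drawn splits that mixed those groups called at most 0 genes (the real split had 2566 at an unadjusted p under 0.05). Across all 20 regroupings of the DMSO and tunicamycin libraries with the arsenite and PBS groups kept, 8 called 580 genes or more, in a range of 71 to 1343. The arsenite and PBS libraries can be split in only 10 ways, so a share under 0.1 cannot be reached for them. The 0 calls of the mixed splits therefore decide nothing on their own. The count may mostly reflect the arsenite response rather than the tunicamycin groups. Scaling by library size in place of TMM moved the median difference of all genes by 0.593 on the log2 scale. Because that moves all genes in about the same way, calls kept or lost under it decide nothing, and each difference was tested against that shift with edgeR's glmTreat. Past the threshold with Benjamini-Hochberg adjustment were 80 of the 315 genes lower in the tunicamycin response and 16 of the 265 higher ones. A scaling error of that size is argued against for those genes and stays open for the others. Median-of-ratios scaling called 627 genes, 314 higher and 313 lower, 576 of them among the 580, but it moved the median little, from -0.032 to -0.014. The library prefix of the arsenite and PBS libraries occurs in 0 libraries of the other family, and an effect of that prefix on the response cannot be told apart from the drug. Tunicamycin was given for 4 h and the arsenic compound for 2 h, so the time of treatment cannot be told apart from the drug either. A difference between the stresses is the biological explanation that the design names, and it remains open beside the prefix and the time.

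DNAJB1 and HMOX1, both listed in advance, had log2 differences of -5.362 (SE 0.323) and -3.574 (SE 0.336). All 3 arsenite libraries lay above all 3 PBS libraries in both genes, and neither gene was called at 4 h of tunicamycin, where the log2 fold changes were -0.74 (SE 0.247) and -0.49 (SE 0.353). Both differences were larger than the shift between scalings of 0.593 (glmTreat adjusted p 6.69e-11 and 3.04e-07), which argues against scaling, and both kept their call under each of 18 alternatives. The arsenite and PBS libraries share 1 prefix, and within it DNAJB1 went from 352 to 750 counts in PBS to 20099 to 27360 in arsenite and HMOX1 from 87 to 124 to 1288 to 1767, a rise that the prefix cannot make. A response to arsenite at 2 h that tunicamycin lacks at 4 h is a candidate explanation.

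EGR2, EGR3 and FOSB had fitted log2 differences of -13.068 (SE 1.768), -11.035 (SE 1.333) and -8.274 (SE 1.123). In the tunicamycin 4 h libraries EGR2 had 0 counts, EGR3 0 to 4 and FOSB 2 to 14, and in the DMSO libraries they had 0 to 11, 0 to 24 and 0 to 48. The fitted values of EGR2 and EGR3 depend on the prior count and on single DMSO libraries and are no bound on the difference. EGR2 lost its call without DMSO replicate 3, where the fitted value was -7.768 and the adjusted p 1, in a range from 2.7e-23 to 1 over 17 alternatives. EGR3 and FOSB kept their calls under all 17. The arsenite rise itself rests on 756 to 1309 counts per arsenite library for EGR2 and EGR3. The large size of the difference may therefore come in part from low counts in the tunicamycin family, while all 3 differences exceeded the shift between scalings of 0.593 (glmTreat adjusted p 0.000763, 0.000575 and 0.00643), which argues against scaling. The test against the shift was not repeated without DMSO replicate 3.

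Among called genes averaging at least 5 CPM in a group, ENSG00000180211, TMA7B and RPS27AP16 had the largest positive log2 differences, 3.566 (SE 0.898), 3.274 (SE 0.732) and 3.214 (SE 0.787). In the PBS libraries these genes had 17 to 181, 18 to 58 and 204 to 1252 counts and in the arsenite libraries 18 to 30, 26 to 39 and 121 to 231. The tunicamycin 4 h means were 2.46 ± 1.11, 5.05 ± 2.03 and 14.2 ± 3.75 CPM and the DMSO means 1.18 ± 0.352, 1.13 ± 0.381 and 9.93 ± 3.78 CPM (SD over 3 libraries). The edgeR adjusted p values were 0.0218, 0.0112 and 0.0429. TMA7B kept its call in all 18 alternatives. ENSG00000180211 lost it without PBS replicate 1, where the difference was 1.844 and the adjusted p 0.197, in a range from 0.00103 to 0.197 over 17 alternatives, and under 6 others. RPS27AP16 lost its call under 10 of 18 alternatives. Against the shift between scalings of 0.593 TMA7B passed (glmTreat adjusted p 0.04) and the others did not (0.0651 and 0.118), so scaling stays open for those. RPS27AP16 is named as a ribosomal protein pseudogene, so its reads may come from its parent gene. For the 168 ribosomal protein pseudogenes as a set, the median log2 fold change under arsenite, -0.988, went with that reading. No test separated the reads of these 3 genes.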

How the results depend on the processing

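The alternatives were fixed with the design, except a different DMSO library for each response and the fitted fold changes for both correlations, which were chosen after seeing the data. For each change below the cause was not tested, except where it is given. Of the values that answer a comparison, 99 stayed the same under an alternative and 61 moved. Of single genes 1085 stayed the same, 35 reversed, 34 newly passed and 69 no longer passed, and of lists 249 stayed the same, 33 reversed, 5 newly passed and 13 no longer passed.

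Without the filter on low counts, 117 genes passed at 1 h of tunicamycin (97 higher, 20 lower), 389 at 4 h (289 higher, 100 lower), 18 between 4 h and 1 h and 336 between the controls. The 25 genes at 4 h, the 10 between the times and the 89 between the controls were all among them. With DESeq2, with its own filter, these counts were 1, 193, 20 and 363, again with all 25, 10 and 89 genes among them, and the difference between the responses had 1045 genes, 539 of them among the 580. With at least 10 counts in every library, 642 genes had a difference between the responses, 32.6% of them higher in the tunicamycin response against 45.7% under the main filter. The log2 difference between the responses became -0.064 for HSPA5 and -0.038 for XBP1 without a filter, and -0.101 and -0.075 with at least 10 counts in every library. No call depended on these signs.

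With library size alone, 4432 genes passed under arsenite (4296 higher, 136 lower), 1581 of them among the 2721, and 1363 had a difference between the responses (42 higher, 1321 lower), 355 of them among the 580. By construction this setting drops the TMM factors, and the median log2 fold change under arsenite rose from 0.073 to 0.658. Between the controls 36 genes passed, and 2 of the 6 tests of the IGF2BP family did. ATF4 under arsenite became 0.258, and the differences between the responses of HSPA5, ATF4 and XBP1 became -0.612, -0.377 and -0.575. List medians at 1 h became 0.035 for immediate early, 0.055 for NRF2 and 0.037 for sterol genes, and the NRF2 median under arsenite became 0.353, where the list passed as a rise. With median-of-ratios size factors 2825 genes passed under arsenite, 46.7% of them higher against 53.1%, and no count moved by over 1.5 times.

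The replicate numbers did not pair the libraries. The 12 correlations of the deviations of same-numbered libraries ran from -0.097 to 0.172, with 3 over 0.1. With the replicate number as a block, 72 genes passed at 4 h of tunicamycin, 24 of them among the 25, 6 passed between 4 h and 1 h, and 1 test of the IGF2BP family passed. The block counts were 2353 under arsenite, 616 for the difference between the responses and 0 at 1 h (1296 at an unadjusted p under 0.05). The difference between the responses of HSPA5 became -0.131 and the HSF1 median at 4 h 0.094. Under the block XBP1 at 4 h, IGF2BP3 and HSPA5 under arsenite, the difference between the responses of HERPUD1 and the immediate early list at 4 h newly passed. HSPA5 and XBP1 between the times and the differences of ENSG00000180211 and RPS27AP16 no longer passed. Under the block no other call changed among the genes named by the rule or in advance and the lists, and STC2, TRIB3, SLC3A2 and CEBPB were not followed one by one.

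With the library prefix as a covariate, 59 genes passed at 4 h, the 25 among them. With prefix S142 alone, 2 libraries against 2, 7 genes passed at 4 h and 4 between 4 h and 1 h, where fewer libraries were tested. There HERPUD1 at 1 h became -0.063, BLOC1S1 at 4 h 0.023 and HMOX1 between 4 h and 1 h 0.034. In 1 fit of all 15 libraries, 131 genes passed at 4 h (69 higher and 62 lower, with 22 of the 25 among them), 18 between the times and 1702 under arsenite. With only the groups compared, 29 passed between the times and 0 between the controls (962 at an unadjusted p under 0.05). At 4 h against DMSO that setting called 25 genes, 23 higher and 2 lower, 18 of them among the main 25. TRPT1, TMEM165, RN7SL1 and BCYRN1 no longer passed there.

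The correlation of the 1 h and 4 h responses was 0.878 for genes with an average log2 CPM of at least 5, 0.522 in simulated unchanged groups against the same controls, 0.098 with a different DMSO library for each response and 0.692 with the fitted fold changes. That of the 4 h and arsenite responses was 0.134 for the better expressed genes and 0.054 with the fitted fold changes. With an estimated inter-gene correlation 5 list tests passed in place of 12.

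Across the fits that each left out 1 library, the counts ran from 0 to 1 at 1 h of tunicamycin, from 5 without tunicamycin 4 h replicate 1 to 191 without DMSO replicate 1 at 4 h, and from 4 without tunicamycin 1 h replicate 2 to 10 between the times. They ran from 1515 without arsenite replicate 1 to 3458 without PBS replicate 1 under arsenite, from 190 without arsenite replicate 2 to 919 without DMSO replicate 1 for the difference between the responses, and from 6 without PBS replicate 3 to 361 without DMSO replicate 3 between the controls. The 1 h and 4 h correlation ran from 0.626 to 0.799, the 4 h and arsenite correlation from -0.003 without PBS replicate 1 to 0.17, and the IGF2BP family count from 0 to 1.

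In the same fits the log2 fold changes at 1 h ran from -0.238 to 0.05 for IGF2BP2, from -0.133 to 0.409 for HERPUD1 and from -0.084 to 0.335 for DNAJB1. At 4 h they ran from -0.249 to 0.061 for IGF2BP3, from -0.272 to 0.246 for ATF4 and from -0.256 to 0.157 for BLOC1S1. Between the times they ran from -0.032 to 0.173 for IGF2BP3 and from -0.264 to 0.087 for HMOX1. The differences between the responses ran from -0.564 to 0.299 for HSPA5 and from -0.13 to 0.226 for XBP1. List medians at 1 h ran from -0.095 to 0.052 for ATF4, from -0.126 to 0.101 for ATF6, from -0.084 to 0.199 for HSF1, from -0.333 to 0.225 for immediate early, from -0.108 to 0.069 for sterol and from -0.049 to 0.26 for ribosomal genes. At 4 h they ran from -0.078 to 0.16 for HSF1 and from -0.152 to 0.066 for metallothionein genes, and under arsenite from -0.121 to 0.063 for ATF6 and from -0.083 to 0.045 for XBP1 targets. Low counts limit DNAJB9 and TRPT1 at 4 h, which rest on at most 12 and 9 counts in the DMSO libraries.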

Other observations

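The tests in this part were chosen after the result was seen, with these exceptions. They are complete loss in near-identical copies, uncounted genes of the HLA region, genes absent under PBS and the simulation for the shared control.

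For each comparison of 3 libraries with 3 there are 10 splits, so a share under 0.1 cannot be reached and these counts decide nothing on their own. The real split was the only 1 of 10 to call as many genes at 4 h of tunicamycin against DMSO (25), at 4 h against 1 h (10), under arsenite (2721) and between the controls (89). At 1 h of tunicamycin all 10 splits called 0 genes, as many as the real one, where 1072 had an unadjusted p under 0.05. For the lists, adjusted within a comparison, 1 of 10 splits called as many at 4 h of tunicamycin and under arsenite, the real one. At 1 h 7 of 10 did. False splits called lists too, 0 to 2 at 4 h against 5 in the real split, and 2 to 6 under arsenite against 7.

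Few genes were called under tunicamycin. The variance of log2 CPM within the DMSO group was 2.18 times that within the tunicamycin 1 h group, and the fit without the DMSO libraries called 29 genes between 4 h and 1 h in place of 10. Of genes well counted in the rest of their group, 17.7% were at 0 in DMSO replicate 2 and 12.6% in replicate 3, but 1.2% in replicate 1, against 1.1% to 6.6% in the tunicamycin libraries. Among the fits without 1 library, however, the fit without DMSO replicate 1 called the most genes at 4 h, 191 in place of 25. The spread of the DMSO libraries is a candidate cause of the low counts of calls, but these values do not point to the same libraries. Whether the cells or the libraries varied was not tested.

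The correlation of 0.705 between the 1 h and 4 h responses may come in part from the shared DMSO libraries. With a different DMSO library for each response it fell to 0.098. Noise of single libraries lowers that value too, although the same noise with a shared library gave 0.824. Without any response, simulated groups gave 0.522 (0.502 to 0.542 in 100 simulations) and the group spreads an expected 0.685. The simulation used the same dispersion in all groups, although the variance in DMSO was 2.18 times that at 1 h, so 0.522 may be too low. The expected 0.685 lay inside the range of the observed correlation over fits without 1 library, 0.626 to 0.799. These values therefore do not show a response shared by both times.

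More genes were detected under arsenite than under PBS. Depth was tested by thinning all 6 libraries to 12851867 counts, after which the lowest arsenite library still had 1185 genes more than the highest PBS library (16075 to 16813 against 13885 to 14890), which argues against depth. Fewer distinct molecules in the PBS libraries is another candidate, since PBS replicate 1 had 14.2% of well counted genes at 0. It was tested in part. There were 33 genes with at least 10 counts in each arsenite library and 0 in each PBS library, where the dropout rates would give at most 2.55, and 0 in the reverse direction, which argues against this explanation for those 33 genes. For the gap as a whole it stays open. PBS replicate 3, with the lowest share of its group at 0, 2.6%, detected 14890 genes after thinning, fewer than any arsenite library, but 1 library excludes nothing. A change in the RNA under arsenite is the explanation that the design names, and it stays open too.

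HSPA1A and HSPA1B were listed at 0 in all 15 libraries, although the HSF1 list rose under arsenite. Loss of reads shared between near-identical copies was tested in 19 other copied genes, of which 3 averaged under 1 count per library. This argues against a loss of all counts in every such gene, and a loss of part of the shared reads, or of all of them in some genes, stays open. The median total was 1019 counts in the copies and 6278 in their 10 single-copy partners outside the HLA region, but these genes can differ in expression. The genes lie in the HLA region, and an absence of counts for that whole region was tested in its protein-coding genes from HLA-F to KIFC1. There 55.3% were at 0 counts, against 39.8% and 26.3% of the 100 genes on either side, and ABCF1 and VARS1 were well counted, so a complete absence is ruled out. An undercount of part of the region stays open. In 9 of 10 pairs of a gene of the region and a related gene elsewhere the gene of the region had fewer counts, but the pairs were picked by hand after low counts in the region had been seen, and well counted genes such as RPS18 (747882 counts), PPP1R10 (3142) and NELFE (2489) were not among them, so the comparison decides nothing. The alignment was not analysed here.

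Ribosomal protein pseudogenes fell under arsenite together with the ribosomal protein genes. The 168 pseudogenes had a median log2 fold change of -0.988, with 161 lower, the 79 genes one of -0.834, with 79 lower, and the 199 other pseudogenes one of -0.284. The ribosomal pseudogenes lay below the other pseudogenes in a permutation test across genes (p 1e-04, the smallest that 10000 permutations can give). Reads shared with the parent genes are a candidate explanation. Across genes the correlation of a pseudogene with its parent was 0.196, which is weak. With library size alone the median of the ribosomal protein genes was -0.24, so the fall is smaller on that scale.

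Single mitochondrial tRNA genes fell under arsenite in 19 of the 20 tested, 16 of them past the threshold in edgeR with Benjamini-Hochberg adjustment, and the 20th, MT-TF, rose by a log2 fold change of 0.62 (edgeR adjusted p 0.00575). On the TMM scale the 13 mitochondrial mRNA genes also fell, 11 of them past the threshold, with a median log2 fold change of -0.633. Library size alone moved the median of all genes under arsenite from 0.073 to 0.658. The fall of the mRNA genes is about the size of that shift, so scaling stays open for it. The 2 mitochondrial rRNA genes fell with a median of -0.871, and the tRNA genes had one of -1.53. Scaling between libraries was tested by ratios to mitochondrial mRNA counts within each library, a reference that itself fell on the TMM scale. The summed tRNA counts per 100 mRNA counts overlapped, with 2.7 to 3.412 under arsenite and 2 to 2.85 under PBS, so the sum gives no fall beyond scaling. The median over single tRNA genes did not overlap, with at most 0.006633 under arsenite and at least 0.00723 under PBS, which argues against scaling for the single genes. MT-TF took 66% to 67% of tRNA counts under arsenite and 37.2% to 37.9% under PBS, which accounts for the different outcomes. MT-TF lies next to a mitochondrial rRNA gene, and reads from precursor RNA may be counted on it, which was not tested.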
